A study of Homo sapiens with 6 samples. Its data were reported in "Reversal of gene expression changes in the colorectal normal-adenoma pathway by NS398 selective COX2 inhibitor" (2010).

How the data were processed

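Gene expression was measured in 6 samples of HT29 colon adenocarcinoma cells, 3 labelled NS398-treated and 3 labelled control, each on 1 Affymetrix HG-U133 Plus 2.0 array. Per the labels, total RNA was extracted with RNeasy Mini and biotinylated cRNA was prepared by the standard Affymetrix protocol. The 2 groups were taken from the treatment label of each sample. No batch, culture date or pairing is named in the labels.

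The deposited values are linear intensity values, 1 probe set signal per array, which the authors had summarised from the scans and scaled before deposit. In each array they range between 0.1 and 80608.2 and have a mean of 500 after removal of the top and bottom 2%. The arrays share neither their quantiles nor a common lower limit, so the values differ from the quantile-normalised gcRMA values that the methods of the study describe, and they have the scale of MAS 5.0 signals. The submitters' processing notes name the affy package, with a version not given in the sources used here. Signals were put on the log2 scale with no offset and no further normalisation, and scans were not used here.

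Probe sets were named by the gene symbols of the deposited platform annotation, and symbols were brought up to date by Entrez number through the RefSeq gene table. Of 54675 probe sets, 41097 (75.2%) name 1 gene, 1801 (3.29%) name several and 11777 (21.5%) name none, and 19775 genes have at least 1 probe set of their own. No coordinates were used. A gene was represented by its probe set with the highest mean over the 6 arrays.

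Each probe set was tested with lmFit and eBayes of limma (version 3.58.1, R 4.3.3), with treatment as the only term, and p-values were adjusted by Benjamini-Hochberg over all 54675 probe sets with a threshold of 0.05. The tests, the lists, the rule for naming genes and most alternatives were fixed before the data were examined, in the belief that the values were gcRMA values. With the deposited signals the shared prior variance of the plain limma test had only 1.36 prior degrees of freedom. Noise of dim probe sets could account for this. An alternative fixed beforehand, eBayes with trend and robust estimation (median prior degrees of freedom 7.07), is therefore reported beside the plain test as the variance-trend test. Giving it that place was decided after the unit of the values was seen. A second count takes an absolute log2 difference of at least 1 (2-fold), and another takes an unadjusted p under 0.05 with 2-fold.

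Gene lists (26) for processes relevant to a COX2 inhibitor in colon carcinoma cells and for other cell types were tested with camera at a preset correlation of 0.01, adjusted over the 26 lists, and counted with p-values adjusted over all probe sets and over the list alone. Camera with an estimated correlation and fry, a self-contained rotation test, were alternatives. Classifier probe sets were scored as reversed when their difference was opposite to the biopsy direction stated in the text of the study, tested as a set by fry with signed weights, and compared between adenoma and CRC by Fisher's exact test, two-sided. An exact permutation test of the signed mean over the 10 splits of the 6 arrays was added after the fry result was seen. The smallest p that this test allows is 0.1.

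Named genes were the 15 largest increases and 15 largest decreases among probe sets of a single gene with an adjusted p under 0.05 and groups that do not overlap, every classifier probe set, the genes named by the study, PTGS1 and PTGS2, and up to 4 members with the smallest p in each list among those called. The first and last parts of this rule were applied to the variance-trend test as well, a choice made after the unit was seen. Other genes are marked where they appear as named after their values were seen.

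Alternatives were median centring, quantile normalisation, a mean log2 signal above 4 (a signal of 16), variance trend, array weights, the statistic of SAM, the mean of all probe sets of a gene, the replicate number as a block, and leaving out each array in turn. A mean log2 signal above 7 (a signal of 128), an offset of 32 before the logarithm and the variance trend together with each other choice were added after the data were seen. The procedures were tested on simulated data of 54675 probe sets with the spread of the real arrays. Of 50 planted differences each of 4-fold and 8-fold, the plain test recovered 1 and 16 and the variance-trend test 22 and 25, with 0 and 6 false calls, and among bright probe sets the variance-trend test recovered 19 of 19 and 22 of 22. Of 50 planted differences each of 1.5-fold and 2-fold, the plain test recovered 0 and 0 and the variance-trend test 6 and 9. Among bright probe sets the variance-trend test recovered 6 of 26 and 9 of 19 of these smaller differences. The spread of dim signals limits precision. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). Levels of sex-linked genes were not analysed here.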

Results

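HT29, a human colon adenocarcinoma cell line, was profiled with and without NS398, a selective inhibitor of cyclooxygenase-2 (COX2), the inducible enzyme of prostaglandin synthesis. Total RNA of 3 NS398-treated and 3 control samples was hybridised on HG-U133 Plus 2.0 arrays, which carry 54675 probe sets. The deposited values are linear probe set signals, with a median of 65 to 80.2 per array and the same trimmed mean of 500 in each. Over the probe sets with a mean log2 signal above 7, Pearson's r across probe sets was 0.961 to 0.983 within groups and 0.931 to 0.952 between groups, and 0 of the 6 arrays was closest to an array of the other group. Over all probe sets r was 0.910 to 0.919 within groups and 0.904 to 0.912 between groups, and these ranges overlapped. The study calls the arrays of a group biological replicates, the labels do not say how cultures were divided among them, and p-values measure the spread between these samples. The number of arrays limits the precision of every value. Signals are geometric means of 3 arrays per group, and differences are NS398 minus control on the log2 scale, with the standard error (SE) of the plain limma fit.

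The first comparison asked which transcripts differ between NS398-treated and control cells. Directions follow the deposited labels. For most of the genes of proliferation, apoptosis and angiogenesis whose direction the text of the study states, they are opposite to the study's. By limma with Benjamini-Hochberg adjustment, 24 probe sets passed an adjusted p of 0.05, 19 higher and 5 lower in the arrays labelled NS398, all by at least 2-fold. When limma's prior variance was allowed to follow the signal level (variance trend), 3513 probe sets passed, 1782 higher and 1731 lower, of which 1329 changed at least 2-fold. With each gene read from its brightest probe set, 1995 genes passed this test, 1035 higher and 960 lower. Of the 24 probe sets, 23 also passed with the variance trend. Without adjustment, 7957 probe sets had p under 0.05, and 3760 of these changed at least 2-fold (2171 higher, 1589 lower). The groups did not overlap in 13200 probe sets (24.1%), where chance gives 10%. Genes are described as having risen or fallen where they passed the variance-trend test, and those that passed the plain limma test are named as such.

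The direction of the whole set depended on scaling. The median log2 signal over all probe sets was 0.12 higher in the NS398 arrays (exact permutation p = 0.3, two-sided, the smallest p that 3 against 3 arrays allow is 0.1). With each array centred on its median, the plain limma test called 0 probe sets, against 24 without centring, 20 after quantile normalisation and 27 with array weights. The centred arrays had 3854 probe sets at an unadjusted p under 0.05 and 2-fold, 1722 higher and 2132 lower, and the variance-trend test called 2807, 864 higher and 1943 lower. The plain test also called 0 probe sets without any 1 of the 6 arrays, and the variance-trend count of 3513 dropped to 1826 without NS398 replicate 1, 1896 without NS398 replicate 2, 2340 without NS398 replicate 3 and 1876 without control replicate 3.

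CEACAM5 and CEACAM6 were among the largest increases. CEACAM5, which encodes carcinoembryonic antigen, rose from 463 to 7861 (difference 4.09 ± 0.28, SE, limma adjusted p = 0.0465), and its relative CEACAM6 rose from 857 to 9539 (3.48 ± 0.21, adjusted p = 0.0396). CLGN, a chaperone of the endoplasmic reticulum, rose from 80.4 to 1478 (4.20 ± 0.26, adjusted p = 0.0396). LAMP3, a lysosomal membrane protein induced by cellular stress, rose from 64.0 to 1077 (4.07 ± 0.25, adjusted p = 0.0396), and NIBAN1, a stress-induced regulator of translation, rose from 156 to 2337 (3.91 ± 0.21, adjusted p = 0.0396). CHAC1, an enzyme that degrades glutathione, rose from 517 to 3161 (2.61 ± 0.16, adjusted p = 0.0396). AKR1C1, an aldo-keto reductase, rose from 3993 to 31333 (2.97 ± 0.18, adjusted p = 0.0396), although AKR1C transcripts are nearly alike and 1 of the 24 probe sets names both AKR1C1 and AKR1C2. CYP4F11, a fatty acid hydroxylase, differed by 3.14 ± 0.19 (adjusted p = 0.0396) from a control signal of only 28.2. ABCC2, an efflux pump for drug conjugates, differed by 5.31 ± 0.25 (adjusted p = 0.0396) from a control signal of only 2.82. SNHG27, KCNK15, SNORA78 and NMRAL2P were the other single genes that rose by the plain limma test when read from their brightest probe set, with differences of 4.46, 3.67, 2.72 and 2.36. SNHG27 and KCNK15 had control signals of only 3.67 and 2.50, near the background of the array like those of ABCC2 and CYP4F11. Under the alternatives the differences went down to 2.04 for ABCC2, 2.22 for CYP4F11, 1.66 for SNHG27, 0.89 for KCNK15 and 1.56 for SNORA78. The variance-trend test called KCNK15 in 5 of 11 and SNORA78 in 9 of 12.

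Fewer transcripts fell by the plain limma test. PHLDB2, which anchors microtubules at the cell cortex, fell from 582 to 72.9 (7.98-fold, with an SE of 0.18 on the log2 scale, adjusted p = 0.0396), with 2 of its 5 probe sets on that side. The noncoding RNA MYOSLID-AS1 fell from 51.9 to 3.88 (-3.74 ± 0.27, adjusted p = 0.0485), a dim signal whose difference shrank to -1.22 under the alternatives and passed the variance-trend test in 7 of 11 of them. By the variance-trend test alone, LGR5, the receptor that marks crypt base stem cells, fell from 1036 to 105 (-3.31 ± 0.31, variance-trend adjusted p = 4.47e-05), and TUBA1A, an alpha-tubulin, fell from 6791 to 834 (-3.02 ± 0.55, adjusted p = 0.00154). NDRG4 fell from 170 to 13.4 (-3.66 ± 0.37, adjusted p = 0.00214). RFX6, a transcription factor of enteroendocrine cells, fell from 222 to 13.8 (-4.00 ± 1.04, adjusted p = 0.0156), and passed in 9 of 12 alternatives. GJB6, a connexin, rose from 25.1 to 539 (4.42 ± 0.71, adjusted p = 9.22e-04), and SLC6A9, a glycine transporter, from 20.7 to 328 (3.99 ± 0.77, adjusted p = 0.00315). The NS398 signals of NDRG4 and RFX6 and the control signals of GJB6 and SLC6A9 were near background, and under the alternatives the differences shrank to -2.15 for NDRG4, -2.49 for RFX6 and 2.65 for SLC6A9. The adjusted p of the 15 genes called by the plain test rose above 0.05 without any 1 array.

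**Figure D1:**
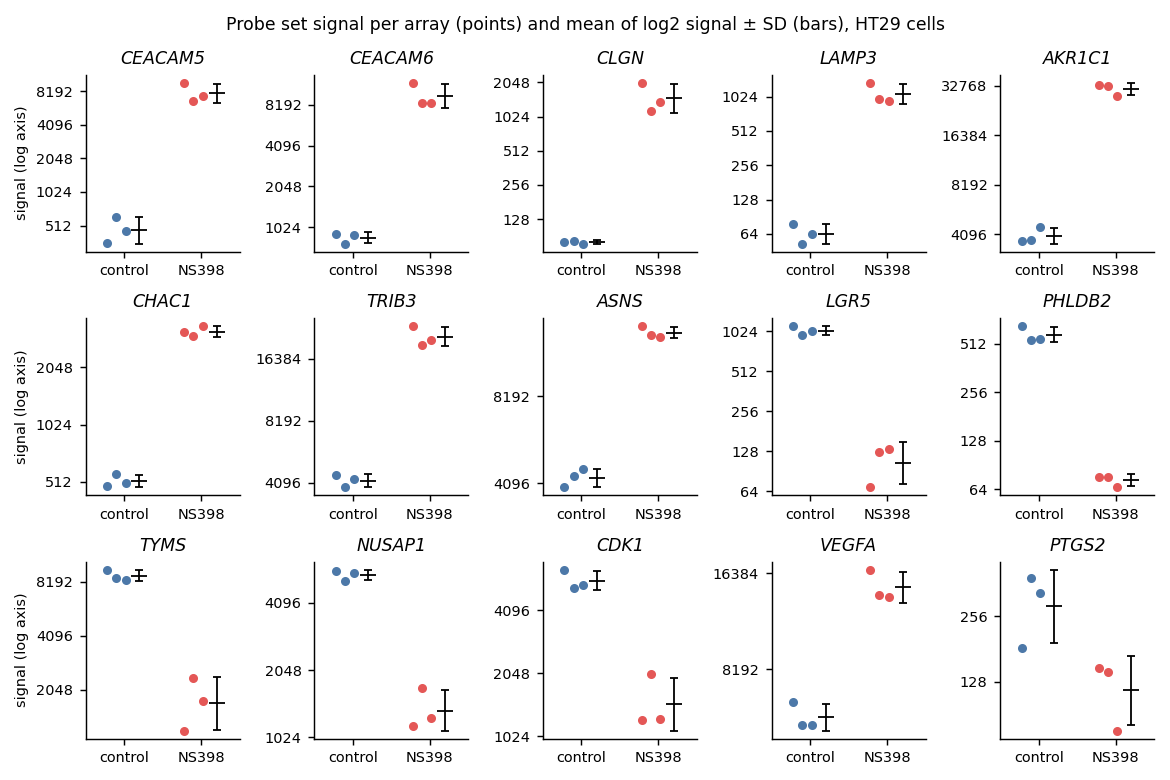
Probe set signal of 15 genes in each of the 6 arrays (points, log axis), with the mean of the log2 signal ± SD of 3 arrays beside them (bars). The CEACAM5 signal was 463 in control and 7861 in NS398 arrays, LGR5 fell from 1036 to 105, and for PTGS2 the difference of -1.29 did not pass either test.

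Cell cycle genes formed the group with the strongest decrease. All 48 measured genes of the list for G2 phase and mitosis were lower, with a median difference of -1.62, and 46 fell by the variance-trend test (0 by plain limma over all probe sets, 46 when its p-values were adjusted over the list alone). The mitotic kinesin KIF11 fell by 2.03 on the log2 scale, the spindle protein NUSAP1 by 2.02, the mitotic kinase CDK1 by 1.96 and topoisomerase TOP2A by 1.94. Among 43 DNA replication genes the median was -1.24, and 34 fell (0 by plain limma over all probe sets, 38 adjusted over the list alone). The thymidylate synthase gene TYMS fell by 2.35, the ribonucleotide reductase subunits RRM2 and RRM1 by 2.36 and 1.24, and the replication licensing factor CDT1 by 1.79. Camera, which ranks a list against all other genes, gave adjusted p = 4.02e-34 for mitosis and 1.73e-24 for replication with its preset correlation of 0.01, and adjusted p = 0.317 for both with an estimated correlation. Of 7 measured CDK inhibitors, CDKN2B rose (2.33) and CDKN3, a phosphatase that peaks in mitosis, fell (-1.61), and the list did not pass (adjusted p = 0.292). The ratio of the 3' to the 5' control probe set of ACTB, a measure of RNA integrity, was 1.29 ± 0.03 in control and 1.56 ± 0.13 in NS398 arrays (SD, n = 3, exact permutation p = 0.1, two-sided), and that of GAPDH did not differ detectably (exact permutation p = 0.5). The control probe set of 18S rRNA had an arithmetic mean signal of 4031 ± 734 in control and 13616 ± 9459 in NS398 arrays (SD, exact permutation p = 0.2), with overlapping groups.

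Genes of the integrated stress response, the programme that ATF4 drives under amino acid shortage or protein misfolding, rose together. Of 32 measured members 29 rose and 0 fell by the variance-trend test, with a median of 1.32 (1 by plain limma over all probe sets, and 29 adjusted over the list alone). Beside CHAC1, the pseudokinase gene TRIB3 rose from 4210 to 20875 (2.31 ± 0.17), the asparagine synthetase gene ASNS from 4291 to 13545 (1.66 ± 0.16) and SARS1, a seryl-tRNA synthetase, from 6151 to 16249 (1.40 ± 0.15). Of 22 NRF2 targets, the genes of the antioxidant response, 20 rose and 0 fell, with a median of 1.24 (2 by plain limma over all probe sets, and 21 adjusted over the list alone). They include AKR1C1, AKR1C2 (3.17), the malic enzyme gene ME1 (1.91) and AKR1B10 (1.47), and the list shares 1 gene with the stress response list. Of 19 chaperones and sensors of the unfolded protein response, 8 rose and 0 fell, with a median of 0.22 (0 by plain limma over all probe sets, and 5 adjusted over the list alone). The stress sensor ERN1 rose by 1.51, DNAJB9 by 1.21, HERPUD1 by 1.03 and SEL1L by 0.91. Camera gave adjusted p = 5.70e-22, 5.46e-18 and 8.24e-04 for the 3 lists, against adjusted p = 0.0806, 0.177 and 0.177 with an estimated correlation. These lists moved with the same difference in the ACTB ratio (1.29 in control and 1.56 in NS398 arrays) and in the 18S signal (arithmetic means of 4031 and 13616).

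Another 4 lists passed camera, each as lower. They too moved with the difference in the ACTB ratio (1.29 in control and 1.56 in NS398 arrays) and in the 18S signal (arithmetic means of 4031 and 13616). Neither was tested as a cause for these 4 lists. Of 19 cholesterol synthesis genes 8 fell and 0 rose, with a median of -0.34 (0 by plain limma, and 3 adjusted over the list alone, camera adjusted p = 4.57e-06). TM7SF2 fell by 1.62, ACAT2 by 0.78, IDI1 by 0.71 and FDPS by 0.56. Of 23 genes of the list for Wnt targets and crypt stem cells, LGR5, DKK1 (-2.08), a secreted Wnt antagonist, SP5 (-1.87) and PROM1 (-1.07) fell and 0 rose (0 by plain limma, and 4 lower and 1 higher adjusted over the list alone). The median of this list was 0.02, while camera placed it lower (adjusted p = 0.0431). Of 27 interferon-response genes, PSMB8 (-0.74) and ISG15 (-0.59) fell, with a median of -0.21 (0 by plain limma, and 0 adjusted over the list alone, adjusted p = 0.0305). Of 22 FOXO targets and quiescence genes 8 fell and 1, IRS2 (0.44, named after its value was seen), rose, with a median of -0.12 (0 by plain limma, and 4 lower adjusted over the list alone, adjusted p = 0.0431). PIK3IP1, an inhibitor of PI3K, fell by 2.42, the atypical cyclin CCNG2 by 1.37, YPEL3 by 0.91 and YPEL5 by 0.79. PSMB8 kept its call in 6, ISG15 in 8 and YPEL5 in 12 of 13 alternatives. With an estimated correlation the adjusted p was 0.352 for cholesterol synthesis, 0.466 for the Wnt list, 0.426 for interferon and 0.609 for FOXO. The Wnt, interferon and FOXO lists also missed the threshold without single arrays: without control replicate 3 the adjusted p was 0.139, 0.139 and 0.139, and without NS398 replicate 1 it was 0.0552, 0.0689 and 0.0560. Without control replicate 1 and without NS398 replicate 2 the Wnt list had 0.0529 and 0.0736, and without control replicate 2 and without NS398 replicate 3 the FOXO list had 0.0997 and 0.107. In all, 9 of 26 lists passed camera (3 higher, 6 lower) and 10 passed fry, a rotation test of the list alone. The Wnt (fry adjusted p = 0.0607), interferon (0.124) and FOXO (0.0861) lists passed camera but not fry. The apoptosis (lower, fry adjusted p = 0.0123), autophagy (higher, 0.00164), inflammation (higher, 0.0306) and enterocyte (higher, 0.0123) lists passed fry but not camera. With an estimated correlation 0 passed camera, and 3 had an unadjusted p under 0.05.

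PTGS2, the gene of the enzyme that NS398 inhibits, had a signal of 285 in control and 117 in NS398 arrays, a difference of -1.29 ± 0.41 (SE) that did not pass (limma adjusted p = 0.263, variance-trend adjusted p = 0.0532). Every NS398 array lay below every control array. The difference passed with the variance trend after median centring, quantile normalisation or array weighting, and with a limit on dim probe sets. For PTGS1, the constitutive isoenzyme, the difference was -0.53 ± 0.34 (adjusted p = 0.536). Of 33 genes of prostanoid synthesis and signalling, AKR1C3 (1.78), which makes prostaglandin F and androgens, the prostaglandin E receptor gene PTGER1 (2.46) and the leukotriene hydrolase gene LTA4H (0.35) rose and 0 fell by the variance-trend test. Adjusted over the list alone, 1 member was higher by plain limma. LTA4H kept its call in 5 of 13 alternatives and PTGER1 in 10 of 12. As a list they did not pass (camera adjusted p = 0.681).

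Genes of intestinal differentiation moved in both directions. Of 34 enterocyte genes 5 rose and 1 fell (2 higher by plain limma over all probe sets, and 6 higher and 3 lower adjusted over the list alone). The increases were CEACAM5, CEACAM6, CEACAM7 (2.83), keratin KRT20 (1.15) and the fatty acid binding protein gene FABP1 (2.05), and the decrease was villin VIL1 (-0.71), the last pair named after their values were seen. The median was -0.22 and camera adjusted p = 0.910. Of 18 goblet cell genes SPINK4 (-2.49), TFF3 (-1.58) and FOXA3 (-0.94) fell and TFF1 (1.16) rose (adjusted p = 0.426, or 0.0472 without control replicate 1, 2 lower and 1 higher adjusted over the list alone). Under 13 alternatives FOXA3 kept its call in 11 and SPINK4 in 12. Of 24 enteroendocrine genes only RFX6 passed (adjusted p = 0.823, 0 adjusted over the list alone by plain limma). Among markers of cells that an epithelial line should lack, 1 of 12 fibroblast genes, LUM, rose from 45.5 to 215, while 0 of 12 leukocyte genes and 0 of 9 endothelial genes passed (camera adjusted p = 0.358, 0.900 and 0.823, 2, 0 and 0 adjusted over the list alone). Most of these other markers were dim, with median signals of 34.8, 30.6 and 19.2.

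Genes of cell death also moved both ways. Of 28 p53 targets 5 rose and 5 fell (camera adjusted p = 0.690, 4 higher and 6 lower adjusted over the list alone). The stress cytokine GDF15 rose by 1.96 and SESN2 by 1.52, while TP53INP1 fell by 2.13 (called in 12 of 13 alternatives) and DDB2, a DNA repair factor, by 1.35. Of 35 apoptosis genes 5 rose and 8 fell (adjusted p = 0.0596, 4 higher and 6 lower adjusted over the list alone). The death receptor gene TNFRSF10B rose by 0.80, PMAIP1, a BH3-only protein gene, by 0.95 and cytochrome c (CYCS) by 0.65, and the gene of the death ligand TNFSF10 fell by 0.99.

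The remaining 7 lists did not pass camera. Of 24 MAPK outputs and EGFR ligands 3 rose and 5 fell (adjusted p = 0.577, 3 higher and 2 lower adjusted over the list alone), with the ligand EREG (1.52) and the phosphatase DUSP5 (1.19) higher and DUSP6 (-0.99) and FOS (-1.03) lower. Of 33 genes of hypoxia and glycolysis CA12 (1.39), VEGFA (1.36) and HK2 (0.92) rose and ANKRD37 (-0.85) and INSIG2 (-0.62, named after its value was seen) fell (adjusted p = 0.945, 2 higher adjusted over the list alone), and without control replicate 1 the list passed as higher (adjusted p = 0.00967). Of 25 PPAR targets 5 rose, with ACSL1 (1.00), CPT1A (0.90) and PPARA (0.75) among them, and 2 fell, with ACAA1 (-0.87) among them (adjusted p = 0.690, 3 higher and 1 lower adjusted over the list alone). Of 27 autophagy and lysosome genes 6 rose and 0 fell, led by the autophagy receptor SQSTM1 (1.49) and by CTSL (0.82), WIPI1 (0.82) and ASAH1 (0.78) (adjusted p = 0.251, 1 adjusted over the list alone). Of 28 genes of inflammation LCN2 (2.23), an antimicrobial protein, and CX3CL1 (0.79) rose (adjusted p = 0.235, 1 adjusted over the list alone). Of 22 invasion genes TGFBI (-1.14), FN1 (-0.90) and MMP7 (-0.69) fell (adjusted p = 0.130, 3 adjusted over the list alone). Of 13 alternatives, FN1 kept its call in 6, HK2 in 8, CX3CL1 in 9, and ANKRD37 and PPARA in 10. The 43 cytosolic ribosomal protein genes had a median difference of 0.16, all 43 above 0, close to the median shift of the arrays, with 0 called by either limma test, also adjusted over the list alone (camera adjusted p = 0.0517, and 0.0224 with the variance trend). The ribosomal list passed as higher without control replicate 2 (5.63e-07) and without NS398 replicate 3 (0.00868), and after quantile normalisation its direction turned (variance-trend adjusted p = 0.932).

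**Figure D2:**
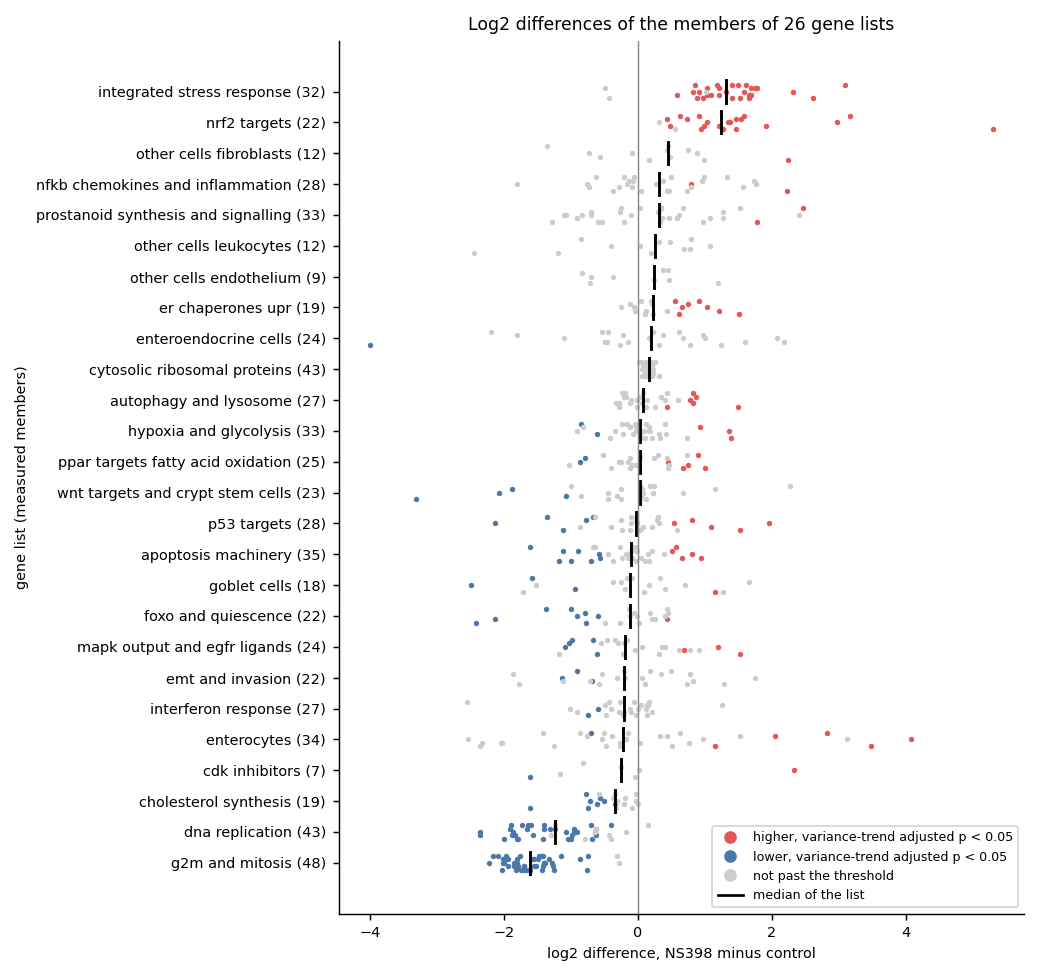
Difference in log2 signal, NS398 minus control, of each measured member (points, n = 3 arrays per group) of the 26 gene lists fixed before the data were examined, with the median of each list (bars). The medians of the mitosis list (-1.62) and of the replication list (-1.24) lie lowest and that of the stress response list (1.32) highest. Coloured points passed the variance-trend test.

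The study named genes of proliferation, apoptosis and angiogenesis as changed by NS398, and 25 of them, with TIA read as TIA1, have a probe set that names them alone. The others, among them 3 of the 15 proliferation and 2 of the 14 apoptosis genes, were not analysed here. Only genes named in the text of the study were taken, and its full list of changed genes was not compared. Against the stated directions, 23 of the 25 ran the opposite way in the arrays labelled NS398 (92.0%), 18 of these by the variance-trend test and 0 by plain limma, and for 22 of these 23 the groups did not overlap, which the study's choice of changed genes on these samples favours. Of 20 genes stated as higher, 19 were lower. CDKN3 fell from 1285 to 420 (-1.61 ± 0.20, variance-trend adjusted p = 2.64e-04). The acetyltransferase gene KAT2B fell by 1.44, TNS2, a focal adhesion protein gene, by 1.38, the effector caspase gene CASP6 by 1.18 and the apoptosome gene APAF1 by 1.12. Of 5 genes stated as lower, 4 were higher: VEGFA, the main angiogenic factor, rose from 5778 to 14786 (1.36 ± 0.18, adjusted p = 5.62e-05), CEBPB by 1.32, IL18 by 1.19 and ANXA1 by 1.18. CDCA4 fell by 0.78 in the stated direction, and DAPK3 differed by 0.05 ± 0.78 at a signal of only 3.66 in control arrays. Of 13 alternatives, CDCA4 kept its call in 6, APAF1 in 9, KAT2B in 10 and ANXA1 in 12. For some classifiers the study also states a direction under NS398. CDH3 (-0.70), CLDN8 (0.89), PYY (0.42) and both CXCL8 probe sets (-0.08 and -0.44) differed in that direction. So did MCAM on the probe sets with -0.41 and -0.24. SST (-0.54) and the MCAM probe set with 0.01 differed in the other, and CEMIP (0.00) did not differ detectably. CA7 is named as reversed among the CRC markers, though the study's text states its biopsy direction only for adenoma, as lower. CA7 was higher in NS398 arrays by 0.63 (signals of 17.0 and 26.4), with groups that did not overlap. None of these classifiers passed either limma test over all probe sets. The genes above were chosen by the study on these samples, so their number is no independent evidence of a direction. Read as lists, 12 proliferation genes had a median of -0.91, with 8 lower and 1 higher over all probe sets and 10 and 1 adjusted over the list alone. For 12 apoptosis genes the median was -0.80, with 7 lower and 2 higher over all probe sets and 9 and 2 adjusted over the list alone (variance trend).

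**Figure D3:**
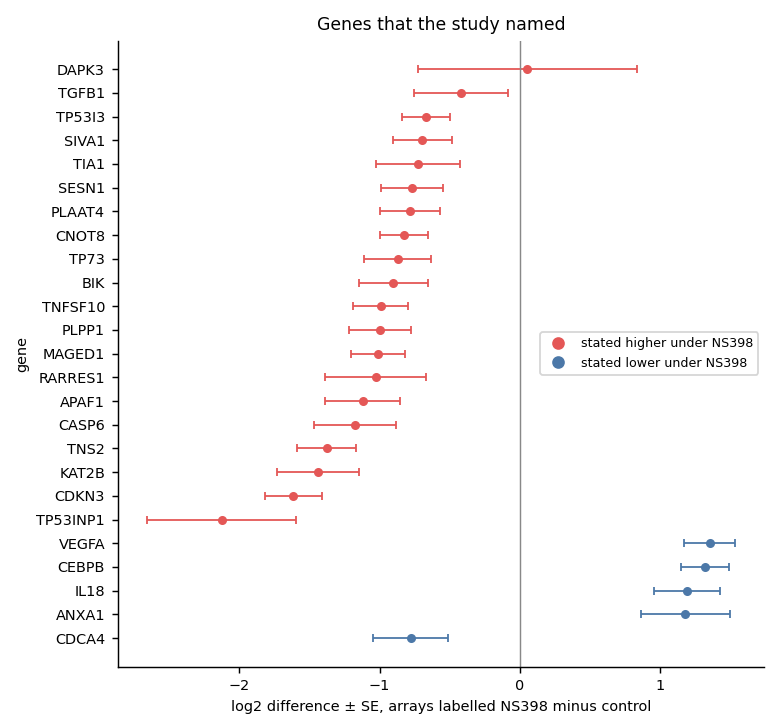
Difference in log2 signal ± SE between the arrays labelled NS398 and control (n = 3 each) for 25 genes that the study named, coloured by the direction the study stated. The genes stated as higher lie left of 0 except DAPK3 (0.05), and 4 of the 5 genes stated as lower lie right of 0.

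The next comparison asked whether NS398 turned back the changes that separate adenoma or colorectal cancer (CRC) from normal mucosa, using the probe sets that the study chose on biopsy samples not used here. Of 20 adenoma classifiers, 13 have a biopsy direction that the study states for their gene. For TRPM6 the direction is given on 1 probe set and was also applied to the other (-0.26). By sign alone 8 of the 13 were reversed and 5 differed in the same direction (5 would be reversed with the group labels exchanged), 0 of either past limma over all probe sets, adjusted over the list alone or with the variance trend over all probe sets. With the variance trend adjusted over the list alone, CDH3 passed as reversed and FOXQ1 in the same direction (adjusted p = 0.0416 for each), the 2 of the 20 that had an unadjusted p under 0.05. P-cadherin CDH3, higher in adenoma, had a signal of 764 in control and 472 in NS398 arrays (-0.70 ± 0.24, adjusted p = 0.286), and the transcription factor FOXQ1, also higher in adenoma, went the other way, from 2712 to 5304 (0.97 ± 0.38, adjusted p = 0.343). Over all probe sets, the variance-trend test called CDH3 in 4 and FOXQ1 in 6 of 13 alternatives. CEMIP (KIAA1199) did not differ detectably (0.00 ± 0.26), although its sign counts it among the 8 reversed. The classifiers that are lower in adenoma, such as claudin CLDN8 (0.89 ± 0.44), peptide PYY (0.42 ± 0.76), somatostatin SST (-0.54 ± 1.14), glucagon GCG (0.22 ± 0.77) and SPIB (-1.90 ± 0.78), had signals near the background of the array, and 16 of the 20 classifiers were under 100 in both groups. As a set they did not pass either way (fry p = 0.632, and exact permutation p = 0.6 over the arrays, two-sided). The direction of the set turned without control replicate 1 (0.0909 by fry) and without NS398 replicate 3 (0.920). Without NS398 replicate 2 the number reversed was 5, and among probe sets with a mean log2 signal above 4 it was 3 of 8.

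Of 38 CRC classifiers, 14 have a stated direction, each higher in CRC. By sign 5 of the 14 were reversed and 9 differed in the same direction (9 would be reversed with the group labels exchanged), with 0 of either called by plain limma over all probe sets or adjusted over the list alone. With the variance trend 1, LCN2, moved the same way past the threshold, from 2966 to 13895 (2.23 ± 0.38, variance-trend adjusted p = 5.31e-04), and 0 were reversed past it. Of the 38, 4 had an unadjusted p under 0.05: LCN2, the oxidase gene DUOX2 (2.01 ± 0.79), the chemokine gene CXCL2 (0.95 ± 0.35) and the amino acid transporter gene SLC7A5 (1.49 ± 0.30), all higher in NS398 arrays. SLC7A5, whose biopsy direction is not stated, rose with the variance trend (adjusted p = 0.00148). Interleukin 8 (CXCL8) differed by -0.08 ± 0.30 and -0.44 ± 0.40 on its probe sets, and MCAM by -0.41 ± 0.23, 0.01 ± 0.16 and -0.24 ± 0.27. By the deposited labels the 14 moved as a set in the direction seen in CRC rather than against it by fry (p = 0.00977), with an exact permutation p of 0.1 over the arrays (two-sided), the smallest that 3 against 3 arrays allow. The fry result missed the threshold after median centring (0.180) and with a mean log2 signal above 7 (0.0618). The number reversed was 8 without control replicate 1.

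Reversal was compared between the lists by Fisher's exact test. Probe sets that carry a direction given for another probe set of CXCL8, COL4A1, MCAM or TRPM6 were included. The test was not run without them, so its result may depend on that choice. The share reversed by sign was 61.5% of the adenoma and 35.7% of the CRC classifiers, an odds ratio of 2.76 with a 95% interval of 0.476 to 18.2 (Fisher's exact p = 0.257, two-sided). With the group labels exchanged, 5 of 13 and 9 of 14 would be reversed, which turns the ranking and the direction of the CRC set. Probe sets are not independent replicates, and without control replicate 1 the direction of the difference turned (Fisher's exact p = 0.706), as it did without NS398 replicate 2 (p = 1).

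**Figure D4:**
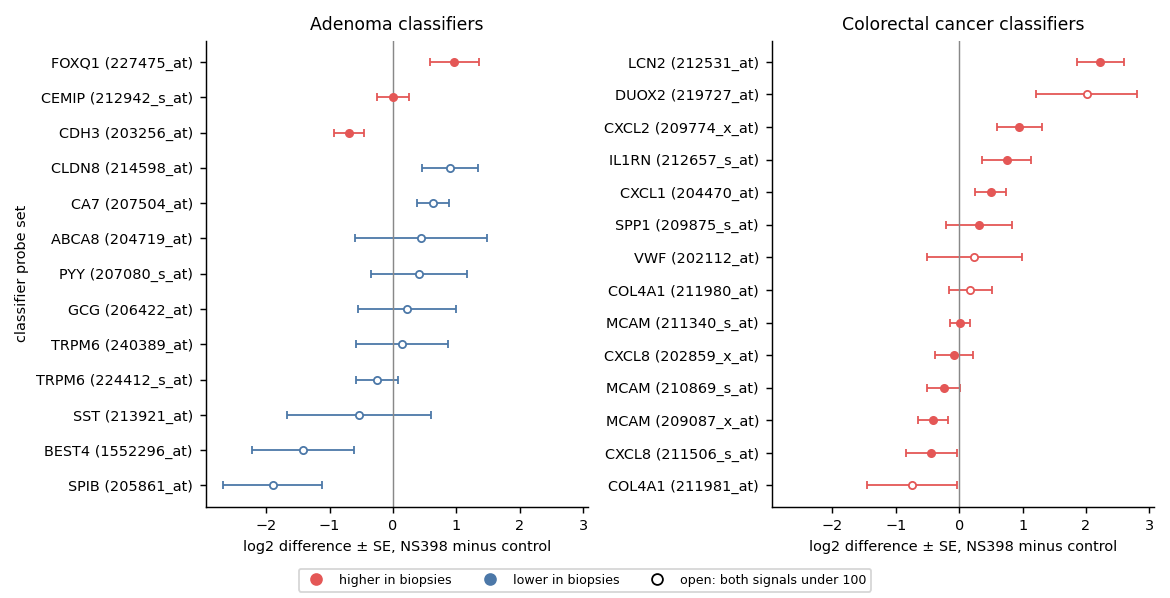
Difference in log2 signal ± SE, NS398 minus control (n = 3 arrays each), of the 13 adenoma and 14 CRC classifiers with a biopsy direction stated for their gene. Open symbols mark those where both signals were under 100. LCN2 (2.23), higher in CRC, lies farthest right, and 10 of the 13 adenoma symbols are open.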

Values the study reported

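The authors describe 1925 genes with altered expression after NS398 treatment of HT29 cells (SAM, P < 0.05). Of these, 1156 were overexpressed and 769 downregulated, each by at least 2-fold. They report CDKN3 with more than 4.5-fold overexpression after treatment. Of the adenoma classifiers, most are reported as changed in reverse, 14 of 20 at P < 0.05, and of the CRC classifiers 12 of 38 are reported as reversed. COX2-positive cells are reported as 80.5% without treatment and 53.1% at 100 µM NS398.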

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

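The tests on dim probe sets, on single mislabelled arrays, on background correction and normalisation, on exchanged labels and on the sign of the comparison, and the split test of the plain count and of its 2-fold part, were chosen or changed only after the results they bear on had been seen.

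The control probe sets of the array, which lie outside the tests on genes, gave a mean ACTB ratio of 3' to 5' signal of 1.56 in NS398 arrays, above the control arrays (1.27 to 1.32), a signal in data outside the main measurement, and mitotic genes were lower and stress response genes higher in the same arrays. Over the called members of both lists, the median absolute shift was 5.89 times the larger shift of the control ratios (1.56 against 0.26 on the log2 scale). Over all 80 members it was 5.76 times. The ratios cover only ACTB and GAPDH and set no limit for other transcripts. A loss of 5' signal is therefore not excluded as a cause. The 18S control probe set differed by 1.49 between the group means of log2 signal, as much as the lists. Its signals were 23625, 12397 and 4825 in the NS398 arrays and at most 4856 in control arrays. It was not tested as a cause. Without any 1 of the 6 arrays the mitosis list stayed lower and the stress response list higher, with a highest camera p of 1.62e-27 and 4.93e-19. The lowest camera p in the other splits of the 6 arrays was 1.56e-17 and 1.36e-04. Camera at its preset correlation thus gives a low p in other splits too, and these p-values alone do not exclude a single array. In all 48 measured mitosis genes, however, every NS398 array lay below every control array. That argues against a single array as the cause for the mitosis list. A response of the cells to treatment is the biological explanation the design gives, and no value here excludes it.

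The plain limma test called 24 probe sets, few for arrays that separate by group over the probe sets with a mean log2 signal above 7. Noise of dim probe sets in the shared variance prior could account for the small count: with only probe sets of a mean log2 signal above 7 the same test called 3869. That test could have come out the other way, but its prediction was written after the variance-trend count of 3513 had been seen. A small response of the cells is the biological alternative, and the median shift of the mitosis list (-1.62) counts against it.

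Of the 25 genes of proliferation, apoptosis and angiogenesis named in the text of the study, 92.0% ran opposite to the stated direction. The study's full list of changed genes was not compared here. The classifiers CDH3 (-0.70), CLDN8 (0.89), PYY (0.42) and CXCL8 (-0.08 and -0.44) ran the stated way. So did MCAM on the probe sets with -0.41 and -0.24. SST (-0.54) and the MCAM probe set with 0.01 ran opposite, and CEMIP (0.00) did not differ detectably. CA7, named as reversed and as lower in adenoma, was higher by 0.63 with groups that do not overlap, at signals of 17.0 and 26.4. None of these classifiers passed either limma test over all probe sets. Single mislabelled arrays do not account for the opposite directions, with 0 arrays closest to an array of the other group. Nor does a different background correction or normalisation, since 17 bright named genes had groups that do not overlap in the opposite direction. An exchange of the group labels of all 6 arrays in the deposit would give the pattern of most genes. So would a comparison with its sign turned in the study. Neither would give that of CDCA4, CDH3 or the other classifiers that ran the stated way. Those classifiers passed neither limma test over all probe sets, and these few genes decide nothing. The study measured less proliferation after NS398 in separate plates of the same cell line and, on slides prepared in parallel to the RNA, fewer COX2-positive cells. In the arrays labelled NS398 the mitosis list had a median of -1.62 and PTGS2 differed by -1.29 with groups that do not overlap, the same side as those assays, but PTGS2 passed neither test, transcripts might not follow protein levels or growth, and no biological explanation of the opposite directions was tested, so an exchange is less likely and stays open.

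With 10 splits of the 6 arrays, no share under 0.05 can be reached. For the plain count and for its 2-fold part, 1 of 10 splits, the real one, reached 24 and the highest other had 0. The same held for the variance-trend count (3513 against 0), for unadjusted p under 0.05 with 2-fold (3760 against 2232) and for lists past camera (9 against 8), each reached by 1 of 10 splits. The mitosis list had a camera p of 1.55e-35 in the real split against a lowest other of 1.56e-17, and the stress response list 6.57e-23 against 1.36e-04.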

How the results depend on the processing

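The tests with a mean log2 signal above 7, with an offset of 32 and with the variance trend combined with another choice were chosen only after the results had been seen. Over all alternatives, 1997 of 2475 values of single genes kept their direction and side of the threshold with the plain test and 2026 of 2291 with the variance trend, as did 371 of 442 and 304 of 338 list values. The plain count of 24 was 2 with the statistic of SAM, 530 with a mean log2 signal above 4, 3869 above 7, 1217 with an offset of 32, 3513 with the variance trend, 0 after median centring and 0 without any 1 array. Of these, 2 (SAM), 511 (above 4), 1109 (above 7), 889 (offset), 1329 (variance trend), 0 (median centring) and 0 (without 1 array) were at least 2-fold. The limits on dim signals test fewer probe sets, and for the other changes the cause was not tested. The 3760 probe sets at unadjusted p under 0.05 and 2-fold were 4408 with the statistic of SAM and 2745 above 4. They were 1201 above 7 and 1556 with the offset. Of the 15 named genes called by plain limma, 9 were called above 7, 0 after median centring and 0 without 1 array. The variance-trend count of 3513 was 1826 to 3984 without 1 array and 2807 to 4713 under choices of scaling, weighting, offset or limits. With the replicate block, 0 probe sets, 0 at least 2-fold and 0 named genes were called by plain limma and 2462 by the variance trend; replicate numbers are no evidence of pairing, as arrays of the same number shared no deviation (r = -0.14, -0.06 and -0.10).

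Of the lists, 9 passed camera, 0 with an estimated correlation and 6 to 11 otherwise. The enterocyte list passed by fry in the direction opposite to camera's (adjusted p = 0.0123), the hypoxia list passed in the opposite direction without control replicate 1 (adjusted p = 0.00967, with a range up to 0.981 without 1 array), and the ribosomal protein list turned under quantile normalisation with the variance trend (adjusted p = 0.932). For the CRC classifiers 4 to 8 were reversed without 1 array, and the fry test as a set gave 0.180 after median centring and 0.0618 above 7 (0.00158 to 0.0430 without 1 array). For the adenoma classifiers 5 to 8 were reversed without 1 array, 3 above 4 and 2 above 7, and fry gave 0.809 after quantile normalisation, 0.583 above 4 and 0.895 with the offset, each in the opposite direction, and 0.0903 to 0.920 without 1 array, with the direction also turned without control replicate 1 (0.0909) and without NS398 replicate 3 (0.920). Fisher's exact test gave 0.257 to 1 without 1 array, and 0.0570 with the mean of the probe sets of each gene, where 9 of 13 and 4 of 14 were reversed and fry gave 0.0441 for the CRC set. Of CRC classifiers that moved the same way, 1 was called with the variance trend, above 7 and with the offset, against 0, and with the variance trend 1 to 2 were called without 1 array. Of adenoma classifiers, 1 reversed was called above 7 by plain limma and, with the variance trend, with array weights, above 4 and above 7, and 0 to 1 without 1 array. With the variance trend 1 that moved the same way was called with quantile normalisation, array weights, replicate block, offset or a limit above 7, and 0 to 1 without 1 array. Signal over background limits these counts, since 16 of 20 adenoma and 25 of 38 CRC classifiers were under a signal of 100 in both groups.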

Other observations

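The lists in this part and their tests were put together after the results of the report had been seen, although the predictions for the tRNA synthetase, receptor and oxidative phosphorylation lists were written before their tests were run. Genes of chromosome cohesion, condensation and repair fell beside the mitosis list. Of 18 measured members 11 fell and 0 rose by the variance-trend test, with a median of -1.03 (camera adjusted p = 6.67e-11, which was lost with an estimated correlation, adjusted p = 0.0657). The condensin genes NCAPH and NCAPG fell by 2.25 and 1.82, and EXO1 and RAD51AP1, factors of recombination, by 2.16 and 1.59. Of 12 genes of serine and one-carbon metabolism 5 rose and 1 fell, with a median of 0.75 (camera adjusted p = 0.00512, and adjusted p = 0.0657 with an estimated correlation). PSAT1 (1.70), PHGDH (0.97) and PSPH (0.69) of serine synthesis and the mitochondrial folate enzymes MTHFD2 (1.41) and SHMT2 (0.85) rose, while TYMS (-2.35) fell. In the CEACAM family 3 of 12 measured genes rose, CEACAM5, CEACAM6 and CEACAM7, with a median of 0.54 over the family, which was chosen because CEACAM5 and CEACAM6 had been seen to rise (camera adjusted p = 0.00512, and adjusted p = 0.0663 with an estimated correlation).

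Of 17 cytosolic aminoacyl-tRNA synthetases, many of which are ATF4 targets, 13 rose and 0 fell, with a median of 0.78 (camera p of 4.21e-10, and p of 0.00882 with an estimated correlation, where the adjusted p of 0.0617 missed the threshold), led by WARS1 (1.59), SARS1 (1.40), EPRS1 (1.25), IARS1 (1.25) and GARS1 (1.21). The 12 members outside the stress response list had a median of 0.66, with 11 of 12 above 0, 8 rising and 0 falling (camera p of 5.76e-06), so the shift is not confined to the members that placed the stress list past its threshold.

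Receptors for foreign compounds were tested as a candidate explanation for the higher drug metabolism genes. Of 11 PXR and CAR targets ABCC2, CYP2B6 (1.94, from 2136 to 8214) and ABCC3 (0.94) rose, and camera gave p of 0.00193, or 0.0313 with an estimated correlation, where the adjusted p of 0.0657 missed the threshold. Without the members shared with the NRF2 list, 9 targets had a median of 0.38, 1 of them rose, and p was 0.0580, so activity of these receptors beyond the NRF2 genes may or may not be present. For 9 AHR targets the median was 0.37, 2 rose and p was 0.253, and for 38 subunits of oxidative phosphorylation, tested for a decrease, the median was 0.03, with 1 higher and 2 lower and p of 0.529. The predictions written for the AHR and oxidative phosphorylation lists took a p of 0.05 or more as the sign that the explanation is wrong, which was too strict, since a p that misses the threshold does not show that a change is absent. The AHR list has only 9 members, 2 of which rose, and the subunits went both ways, with 23 of 38 above 0, so both explanations stay open.

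At unadjusted p under 0.05 and 2-fold, 3760 probe sets differed here by limma and 4408 with the statistic of SAM. With a mean log2 signal above 4, limma gave 2745. These counts are higher than the number of genes the study gives. With a mean log2 signal above 7 (1201) or an offset of 32 (1556), both chosen after the data were seen, the count is lower. The study calls its units genes, a word it also uses for its 20 adenoma classifiers, which are probe sets. It does not say whether P was adjusted. Its methods describe gcRMA values with quantile normalisation, which differ from the signals used here. Of 20 adenoma classifiers, 2 had an unadjusted p under 0.05 here, CDH3, in the reversed direction, and FOXQ1, in the other. This is lower than the number the study gives, but the values were processed differently. In the signals used here, 16 of the 20 classifiers were under 100 in both groups. CDKN3 was 3.06-fold lower in the arrays labelled NS398. The direction is opposite to that in the study. By sign 8 of 13 adenoma and 5 of 14 CRC classifiers with a direction stated for their gene were reversed here, of lists of 20 and 38. With the group labels exchanged it would be 5 of 13 and 9 of 14. The study reports most of the adenoma classifiers as reversed, over all members of each list, so the denominators differ.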
